A study of Sus scrofa with 16 samples. Its data were reported in "The Pituitary Transcriptional Response Related to Feed Conversion in Pigs" (2019).

How the data were processed

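Pituitary RNA of 16 Puławska gilts was analysed, 8 with low feed conversion (LFC, replicates 1 to 8) and 8 with high feed conversion (HFC, replicates 9 to 16). Feed conversion is the feed used per unit of body gain. The labels give an age of 3 months, whereas the study's methods give a higher age at the end of the test. According to the same methods whole glands were taken and homogenised. Each library was prepared from total RNA with a poly(A) kit that keeps no strand, and was sequenced as single reads in technical repeats.

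The authors cleaned the reads with FastQC and Flexbar, aligned them to the pig assembly Sscrofa11.1 with Ensembl gene models and deposited counts per gene, not normalised, as whole numbers with 1 column per library. Because the libraries keep no strand, counts of overlapping and antisense genes are uncertain, as are counts of near-identical copies such as C4A and of mitochondrial genes with nuclear copies. The table held 25880 genes, of which 6308 had no count in any library. A separate deposited table gives the authors' comparison: a mean per group on a normalised signal scale, the fold (a ratio of HFC to LFC), its log2 value, a p-value and an adjusted p-value for 11433 genes. The study's methods name DESeq2, but the table has the column layout of the older DESeq package, so the test behind its p-values is not known. The means in the table were weighted sums of 14 of the 16 deposited count columns, within a relative error of 1e-09, and LFC replicate 5 and HFC replicate 14 did not enter. Of 14456 genes whose mean on that scale was at least 10, 3023 had no row in the table as used here, so the authors' values for PRL, CGA, FSHB and TSHB are not analysed here.

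Gene symbols came from the deposited table (10091 genes), from a table of gene identifiers and symbols (5454) and, for 287 genes, from an overlap of at least 50% with a single named protein-coding gene of the RefSeq annotation of Sscrofa11.1. POMC and IGF2 were named by position. No symbol was found for 10048 genes. LHB, GNRHR, OACYL, NKX2-1, S100B, SOX2, CDH26, NEFM, NEFH, HBA1 and HBA2 are not analysed here.

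Total counts ranged from 10.973 to 23.06 M per library. Intervals given for a share of counts in a single library are 95% Wilson intervals and cover counting error only. Pairs of libraries of the same group were compared by a chi-square test of their counts. The smallest chi-square per degree of freedom over the 56 pairs was 27.1, so no library was taken as a duplicate.

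The groups were compared with edgeR 4.0.16 in R 4.3.3, by quasi-likelihood fits (glmQLFit and glmQLFTest) on the counts of all 16 libraries, with TMM scaling, filterByExpr on group and no covariate. A gene was called at a Benjamini-Hochberg adjusted p-value of at most 0.05 with a fold change of at least 1.3. The filter removed 11561 genes. Log2 CPM values used a prior count of 2. Values of single genes and list means were also compared by exact permutation tests over the 12870 assignments of 8 of 16 libraries, two-sided, with scipy 1.17.1. Libraries above or below the mean of a group were counted on log2 CPM.

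The gene lists, the main test and the alternatives named first below were chosen before the data were examined. The qPCR panel held the 7 genes the study had measured by qPCR. A set of 6 lists held genes the study had named for this breed (negative regulation of canonical Wnt signalling, cholesterol transport, regulation of hormone levels, response to oxidative stress, insulin-like growth factor transport, and corticotropin-releasing factor signalling), chosen on these libraries and so no independent evidence. A further 19 lists marked cell types and states: anterior pituitary hormones, mitochondrially encoded transcripts, somatotrophs, lactotrophs, gonadotrophs, thyrotrophs, corticotrophs, melanotrophs, pituicytes and glia, stem and folliculostellate cells, endothelium, fibroblasts, microglia and macrophages, oligodendrocytes and Schwann cells, neurons, erythrocytes, immediate early genes, and both phases of the circadian clock. Lists were tested with camera of limma 3.58.1 on log2 CPM with a preset correlation of 0.01, with fry and with camera under an estimated correlation beside it, adjusted over the lists of each family. Genes named in the text are members of these lists. Among genes past both thresholds, the rule also named those with the largest changes and the smallest adjusted p-values, but none passed.

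The first alternatives were DESeq2 1.42.0, limma-voom with and without library weights, other scalings (RLE, upper quartile, total count, and the 10 most abundant genes left out), other filters (no filter, or at least 10 counts in every library), a robust fit, no fold minimum, glmTreat, an adjusted p-value of 0.01, 1 surrogate variable from sva 3.50.0, and leaving out each library and each pair of libraries of a group. Alternatives added after the data were seen were edgeR and DESeq2 on the 14 libraries behind the deposited comparison, a likelihood-ratio test whose dispersion came from the mean trend alone, and covariates for posterior lobe transcripts, intermediate lobe transcripts and both. These scores were the mean log2 CPM of AVP, OXT and GFAP, and of PCSK2 and PAX7, the last pair having been seen to be higher in HFC before the score was formed. A list of skeletal muscle genes was also added after the data were seen.

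The tests were tried on simulated counts with the real means, dispersions and library sizes and 200 changed genes. The edgeR fit of 14205 genes recovered 44% of the genes changed 2-fold, with 5.4% of its calls false, and the fit of 14192 genes recovered 83.5% of those changed 3-fold, with 6.7% false. DESeq2 recovered 60.5% of the 2-fold changes among 14319 genes, with 15.4% of its calls false. The test on the mean trend alone recovered 58% among 14205 genes, with 49.3% false. Among 20 simulated lists of which 1 was shifted, camera and fry each found the shifted list and called 0 others. The simulated genes were drawn independently of each other, so this says nothing of false calls on lists of correlated genes.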

Results

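The pituitary transcriptome was counted in 16 Puławska gilts, 8 with low (LFC) and 8 with high feed conversion (HFC). Total counts were 18.4 ± 3.36 M per library in LFC (SD, n = 8) and 15.2 ± 3.24 M in HFC (SD, n = 8), a difference within the spread between libraries (exact permutation test, two-sided p = 0.0688). The shallowest library was HFC replicate 14 with 10.973 M counts and the deepest LFC replicate 6 with 23.06 M. Between 16352 and 17439 genes had at least 1 count. The 10 most abundant genes took 21.7 ± 2.97% of the counts in LFC (SD, n = 8) and 21.5 ± 4.56% in HFC (SD, n = 8; exact permutation p = 0.914).

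The first principal component of log2 CPM held 41.8% of the variance and the second 18.6%. Neither separated the groups. On the first component, LFC replicate 5 lay at 126, HFC replicate 13 at 75.1 and HFC replicate 14 at 56.6. On the second, HFC replicate 16 lay at -86.74, HFC replicate 14 at -47.53 and HFC replicate 11 at -41.25.

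**Figure D1:**
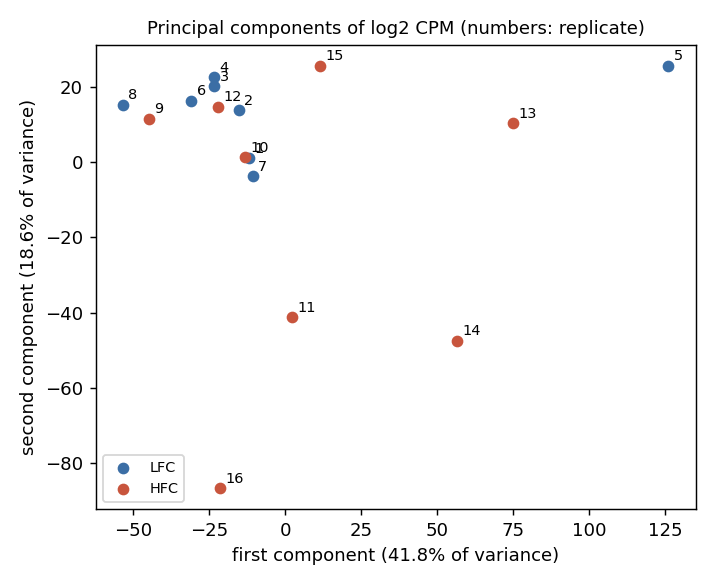
Principal components of log2 CPM in the 16 libraries, with the first component on the horizontal and the second on the vertical axis, 1 point per library numbered by replicate (blue LFC, red HFC). LFC replicate 5, HFC replicate 13 and HFC replicate 14 lie apart along the first component, at 126, 75.1 and 56.6, and HFC replicate 16 along the second, at -86.74.

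The main comparison asked which pituitary genes differ in expression between the feed conversion groups. Of 14319 genes tested with edgeR, 0 were called at an adjusted p-value of at most 0.05 with a fold change of at least 1.3, which leaves 0 genes higher and 0 lower in HFC. The smallest adjusted p-value was 0.612. At an unadjusted p under 0.05 there were 834 genes, against 716 expected by chance, with 615 higher and 219 lower in HFC. This number was 1716 without LFC replicate 5. The biological coefficient of variation was 38.6%. Among the alternatives fixed in advance DESeq2 moved the count most, to 20 genes. A test that took its dispersion from the mean trend alone, added after the data were seen, moved it to 456 on 14 libraries.

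**Figure D2:**
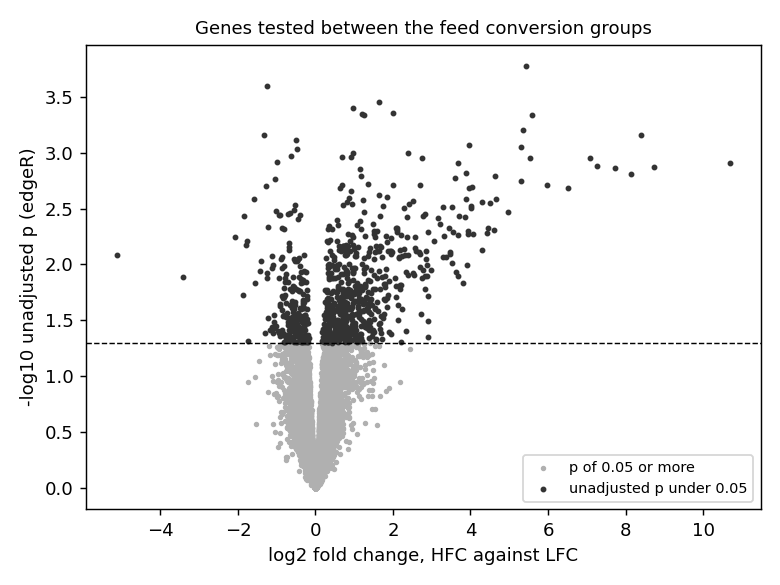
Log2 fold change of HFC against LFC (horizontal axis) and -log10 of the unadjusted edgeR p-value (vertical axis) for the 14319 genes tested, 1 point per gene, with the dashed line at an unadjusted p of 0.05. The 834 genes above the line are mostly to the right, 615 higher and 219 lower in HFC, and 0 passed the adjusted threshold.

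The qPCR panel holds genes of hormonal regulation that the study had picked from its sequencing results of both breeds. Its functional lists name POMC, NR1H3 (as LXRA) and STC1 for Puławska pigs, so the panel is no independent evidence for these. PRL, CGA, NOTCH1 and RYR2 are named in those lists for Złotnicka White pigs only. NOTCH1 and RYR2 were not called in the authors' deposited table, and whether PRL and CGA were also picked on these libraries is not known. Of the 7 genes, 0 passed an adjusted p-value of 0.05 in edgeR, 0 passed when adjusted over the list alone, and 3 had an unadjusted p under 0.05. POMC, the precursor of adrenocorticotropic and melanocyte-stimulating hormones (ENSSSCG00000021155, chromosome 3, 113661004 to 113670624), was at 26693 ± 22430 CPM in LFC and 68327 ± 72614 CPM in HFC (SD, n = 8 each). Its log2 fold change was 1.36 (SE 0.55, adjusted p = 0.754 in edgeR), its log2 CPM lay above the LFC mean of log2 CPM in 8 of 8 HFC libraries, and its mean log2 CPM was 1.29 higher, with an exact permutation p of 0.0329 (0.110 adjusted over the 10 panel and hormone genes). HFC replicate 16 carried much of this difference: POMC took 22% of its counts (95% Wilson interval 21.98% to 22.02%), and without this library the log2 fold change was 0.70. NR1H3 (ENSSSCG00000013241, chromosome 2, 15270789 to 15336804), the liver X receptor alpha, was at 6.02 ± 2.11 CPM in LFC and 10.9 ± 4.86 CPM in HFC (SD, n = 8 each), a log2 fold change of 0.86 (SE 0.30, edgeR adjusted p = 0.647) with 6 of 8 HFC libraries above the LFC mean of log2 CPM. PRL (ENSSSCG00000039721), which encodes prolactin, was at 37446 ± 25358 CPM in LFC and 10350 ± 11024 CPM in HFC (SD, n = 8 each). Its log2 fold change was -1.86 (SE 0.71, edgeR adjusted p = 0.719), with 7 of 8 HFC libraries below the LFC mean of log2 CPM. Its mean log2 CPM was lower, with a difference of -2.57 and an exact permutation p of 0.0087 (0.087 adjusted over the 10 genes).

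STC1 (ENSSSCG00000009642, chromosome 14, 7948655 to 7961629) had a log2 fold change of 1.18 (SE 0.59, edgeR adjusted p = 0.891), with 5 of 8 HFC libraries above the LFC mean of log2 CPM. Its mean log2 CPM was 0.63 higher, with an exact permutation p of 0.315. The fold change rested on HFC replicate 16, without which its log2 value was 0.25. CGA (ENSSSCG00000025434), the common subunit of the glycoprotein hormones, had a log2 fold change of -0.39 (SE 0.37), which was -0.21 without HFC replicate 16, and a difference in mean log2 CPM of -0.67 (exact permutation p = 0.163). NOTCH1, on an unplaced scaffold, and RYR2 (chromosome 14, 53653486 to 54194883) did not differ, with log2 fold changes of 0.02 (SE 0.16) and 0.03 (SE 0.42), and both changed sign in some of the 16 fits that each left out 1 library (to -0.10 for NOTCH1 without HFC replicate 12 and to -0.14 for RYR2 without LFC replicate 5).

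**Figure D3:**
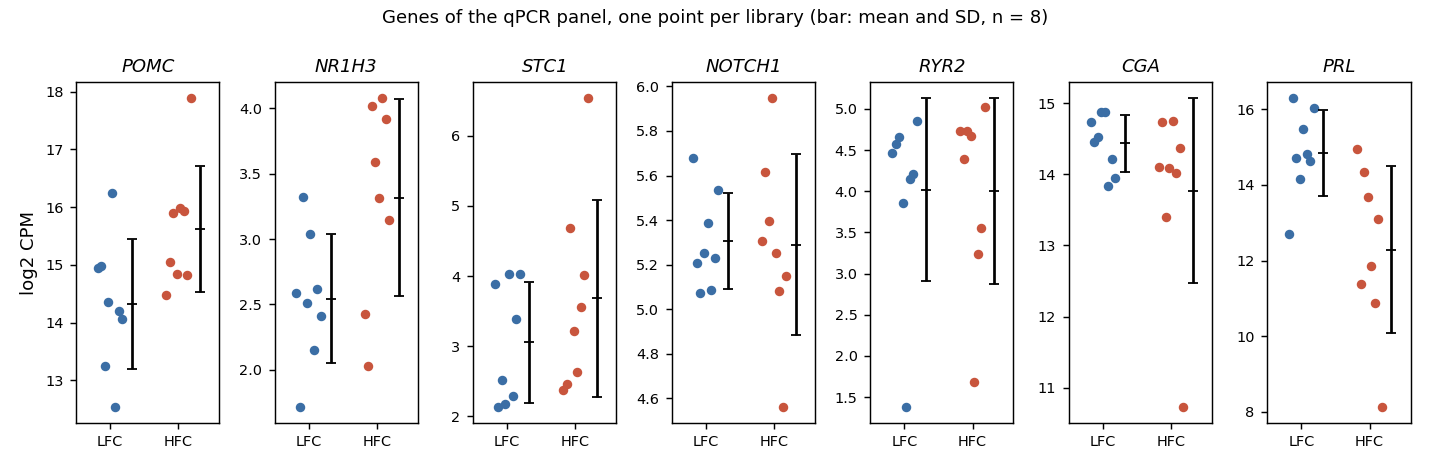
Log2 CPM of the 7 genes of the qPCR panel, 1 point per library, with LFC in blue and HFC in red and bars for the mean and SD of the 8 libraries of a group; each gene has its own vertical scale. POMC is above the LFC mean in 8 of 8 HFC libraries and PRL below it in 7 of 8, and HFC replicate 16 is the highest POMC point and the lowest CGA and PRL point.

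Among the anterior pituitary hormone genes, 6 could be tested, of which 0 passed an adjusted p-value of 0.05 in edgeR, 0 passed adjusted over the list alone and 2 (POMC and PRL) had an unadjusted p under 0.05. Growth hormone (GH1, chromosome 12, 15065024 to 15068818) was at 55376 ± 35853 CPM in LFC and 50256 ± 40367 CPM in HFC (SD, n = 8 each), with a difference in mean log2 CPM of -0.25 (exact permutation p = 0.684). Its log2 fold change of -0.14 turned to 0.08 without LFC replicate 3. TSHB had a log2 fold change of -0.72 (SE 1.13) and FSHB of -0.30 (SE 0.44). Their differences in mean log2 CPM were -2.61 and -0.59, both within the spread between libraries (exact permutation p = 0.170 and 0.243). The fold changes rested on single libraries, with log2 values from -1.14 without HFC replicate 14 to -0.20 without LFC replicate 5 for TSHB, and from -0.64 without HFC replicate 15 to -0.06 without LFC replicate 1 for FSHB.

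The study lists hold 35 distinct genes. In the edgeR fit 27 of them were higher and 8 lower in HFC, with log2 fold changes from -1.25 (NR4A3) to 2.18 (CRYM, at 3.92 without LFC replicate 5). MT3 changed sign, from 0.02 to -0.11 without HFC replicate 13. None passed when adjusted over all genes, a count of 0, with 17 at an unadjusted p under 0.05 and 9 passing adjusted over the list alone. These 9 were SOX8, CYP1B1, MAP3K5, NR1H3, BIRC5, TLE1, ARRB1, NR4A3 and IGF2, of which SOX8 had the smallest unadjusted p (log2 fold change 1.59, SE 0.49, adjusted p = 0.612). This count of 9 rested on single libraries. It was 22 without LFC replicate 5, 14 without HFC replicate 9 and 17 without HFC replicate 15, and 0 when any other library was left out. IGF2 had a log2 fold change of 1.80 with all libraries and 0.69 without HFC replicate 14, and ARRB1 of 1.01 and, without HFC replicate 16, 0.66. IGF2 was at 112 CPM in HFC replicate 14 and at most 22.9 CPM elsewhere (HFC replicate 16). HFC replicate 14 also held skeletal muscle transcripts, described at the end, and whether muscle raised IGF2 in it was not tested. Camera with its preset correlation called 5 of the 6 lists, and 0 under fry or an estimated correlation, the alternatives that moved this count most. It called 3 without HFC replicate 13, 14 or 16. Cholesterol transport was 0.76 log2 units higher in HFC on the mean of its 4 genes (camera adjusted p = 0.00181, fry adjusted p = 0.119, exact permutation p = 0.0398, or 0.182 adjusted over the lists), and above the LFC mean in 7 of 8 HFC libraries. The mean was also higher for insulin-like growth factor transport (0.61, camera adjusted p = 0.0093), for hormone levels (0.57, 0.0115), for corticotropin-releasing factor signalling (0.90, 0.0115) and for negative regulation of canonical Wnt signalling (0.43, 0.0367). HFC libraries above the LFC mean numbered 6, 5, 7 and 7 of 8 for these lists. The Wnt list lost its call in several of the fits that left out 1 library, with the largest camera adjusted p, 0.0785, without HFC replicate 13. The hormone level list lost its call without HFC replicate 13, 14 or 16, with the largest, 0.0654, without HFC replicate 14. The oxidative stress list did not differ (0.16, camera adjusted p = 0.613), and its difference ranged from 0.09 without LFC replicate 2 to 0.28 without HFC replicate 9.

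Of the 19 cell type and state lists, camera called 9, and 0 were called under fry or an estimated correlation, the alternatives that moved this count most. It called 5 without LFC replicate 1 or 5. The mitochondrially encoded list was 0.75 log2 units higher in HFC, with 13 of 13 genes higher and 7 of 8 HFC libraries above the LFC mean (camera adjusted p = 2.60e-14, fry adjusted p = 0.120). The melanotroph list was 1.96 higher (5 of 5 genes, 8 of 8 HFC libraries; camera adjusted p = 2.93e-06, fry 0.120), microglia and macrophages 0.50 higher (6 of 8 libraries; 0.000109, fry 0.319), and pituicytes and glia 1.29 higher (5 of 8 libraries; 0.00389, fry 0.303). The lactotroph list was lower in HFC, with a log2 difference of -1.36 and 1 of 8 HFC libraries above the LFC mean (camera adjusted p = 0.000874, fry 0.290). The anterior hormone (-0.90, 0.0422), gonadotroph (-0.42, 0.0215), thyrotroph (-1.10, 0.0394) and endothelial (-0.15, 0.0331) lists were also lower by camera, with 1, 2, 1 and 1 of 8 HFC libraries above the LFC mean. Without HFC replicate 16 the differences of the first 3 were -0.51, -0.18 and -0.69, and none of the 3 was called (camera adjusted p = 0.138, 0.101 and 0.101). Without LFC replicate 5 none of the 4 was called (0.277, 0.141, 0.0726 and 0.277). The endothelial difference ranged from -0.24 without HFC replicate 11 to -0.09 without LFC replicate 7.

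The other lists were not called: somatotrophs (-0.20, camera adjusted p = 0.260), corticotrophs (0.31, 0.0812), stem and folliculostellate cells (0.08, 0.732), fibroblasts (0.32, 0.064), oligodendrocytes and Schwann cells (0.47, 0.0765), neurons (0.58, 0.610), erythrocytes (-0.27, 0.345), immediate early genes (-0.04, 0.974), and the output (0.12, 0.343) and antiphase (0.10, 0.461) genes of the circadian clock. Several of these small differences rested on 1 library. Somatotrophs ranged from -0.39 without LFC replicate 5 to -0.01 without HFC replicate 14, fibroblasts from 0.12 without HFC replicate 14 to 0.48 without LFC replicate 7, and oligodendrocytes from 0.21 without HFC replicate 14 to 0.73 without HFC replicate 9. Stem cells ranged from 0.04 without LFC replicate 8 to 0.15 without LFC replicate 5, and erythrocytes from -0.54 without LFC replicate 8 to -0.02 without LFC replicate 5. Corticotrophs were at 0.15 without LFC replicate 3, and neurons at 0.38 and the clock output genes at 0.05 without HFC replicate 16. The immediate early and antiphase clock lists changed sign, to 0.06 without HFC replicate 13 and to -0.04 without LFC replicate 5. By exact permutation of the list means, 6 of 25 lists had an unadjusted p under 0.05 and 0 an adjusted p of at most 0.05, and the smallest adjusted p was 0.0544, for the melanotroph and the mitochondrial list.

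The lists are not independent of each other or of the published comparison. Of the 6 anterior hormone genes 5 were in another list, and of the 5 melanotroph genes 2. Of the 13 mitochondrial genes, 12 were called in the authors' deposited table, as were 4 of the 10 pituicyte and glia genes and 4 of the 10 microglia genes.

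**Figure D4:**
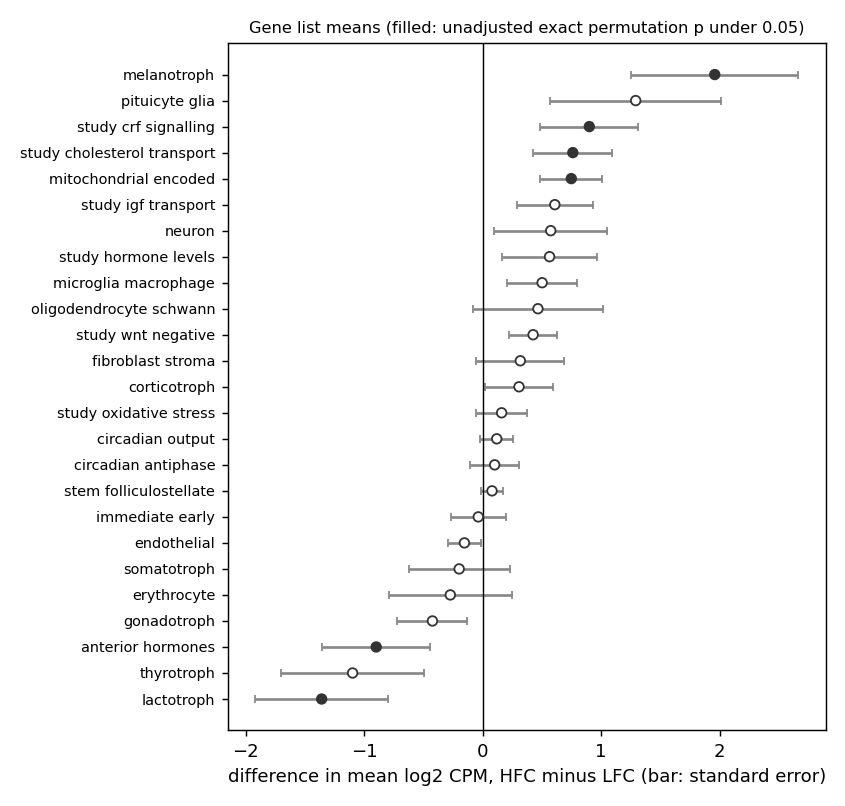
Difference in mean log2 CPM between HFC and LFC (horizontal axis) for the 25 gene lists, 1 point per list with its standard error; filled points have an unadjusted exact permutation p under 0.05. The melanotroph list has the largest increase, 1.96, and the lactotroph list the largest decrease, -1.36, and none of the 25 passed adjustment.

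The authors' deposited table was compared with the edgeR fit. An adjusted p-value of at most 0.05 and a fold change of at least 1.3 were reached by 292 genes in the authors' deposited table, with 240 higher and 52 lower in HFC. All 292 were tested in the edgeR fit of the 16 libraries, and 291 had the same direction. Of these genes, 165 had an unadjusted edgeR p under 0.05 and 0 were called, so 0 calls were shared. In the authors' deposited table POMC had a fold of 3.52, STC1 of 2.63 and NR1H3 of 1.75, with adjusted p-values of 1.06e-24, 1.22e-09 and 0.0287. RYR2, NOTCH1 and GH1 were not called in the authors' deposited table. All 35 genes of the study lists were called there, and CRYM had a fold of 13.8 in the authors' deposited table, which LFC replicate 5 did not enter. In edgeR the log2 fold change of CRYM was 2.18 with this library and 3.92 without it.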

Values the study reported

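In the pituitary of Puławska pigs, the study reported 293 genes that differed between the feed conversion groups, at a fold change of 1.3 or more and an adjusted p-value of 0.05 or less. For Złotnicka White pigs, it gave a number above 500. The correlation between qPCR and sequencing, not split by breed, was given as 0.97 for POMC, 0.91 for PRL and 0.39 for NR1H3. By qPCR, POMC was described as rising with feed conversion in Puławska pigs and as going the other way in Złotnicka White pigs. The same tendency was named for PRL, STC1 and CGA. If that holds for Puławska pigs, PRL and CGA went the opposite way in the counts here, lower in HFC without passing adjustment.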

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

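Of 76 checks for a library far from the rest of its group (38 measures in each group of 8), 10 found one, against 3.8 expected by chance, and they fell on 3 libraries. The tests on gene span, on depth and on the anterior hormone genes of HFC replicate 16 were chosen after the results were seen.

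In HFC replicate 16, POMC was far above the other HFC libraries, at 17.89 log2 CPM against 14.48 to 15.98. CGA was far below them, at 10.72 against 13.40 to 14.75, as were the means of the anterior hormone list (9.46 against 11.65 to 13.21) and of the gonadotroph list (9.17 against 10.66 to 11.57). POMC took 22% of the counts of this library, which leaves most of the counts to other genes. A candidate explanation is less anterior lobe in this sample than in the others. Of the 5 other anterior hormone genes, 4 had their lowest HFC level in this library, but GH1 did not (13.49 against a lowest value of 13.24 elsewhere). The library also had the highest intermediate lobe score, 9.86. Whole glands were taken according to the study's methods, so a difference of the animal itself stays open, since no biological explanation was tested for a single gilt.

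LFC replicate 5 lay at 126.01 on the first principal component, against -53.41 to -10.78 for the other LFC libraries. RYR2 was low in it (1.37 against 3.86 to 4.86 log2 CPM), as was the antiphase clock list (3.29 against 4.22 to 4.67), and the cholesterol transport (7.19 against 4.74 to 5.73) and stem cell lists (4.55 against 3.86 to 4.13) were high. HFC replicates 13 and 14 lay in the same direction, at 75.07 and 56.59. Low depth as the whole cause was argued against, although these 2 HFC libraries had the smallest totals of the 16: LFC replicate 5 had the total of rank 5 from the lowest, and HFC replicates 9 and 12, with fewer counts, lay at -44.95 and -22.1. Loss of long transcripts may contribute. Across the 13453 genes with a known span, 94.0% of those tested, the weight on the component fell with gene span in the direction of these libraries (Spearman rho -0.491; genes are not independent replicates). The study's methods describe good RNA integrity for each sample, which speaks against strong degradation. Integrity per library is not analysed here, so this stays a hypothesis. A different cell composition stays open too. LFC replicate 5 had the highest posterior lobe score of its group, 5.37, and HFC replicates 13 and 14 the highest of theirs, 6.30 and 6.46. HFC replicate 16, however, had a score of 6.13 and lay at -21.33 on the component, so the posterior lobe score alone does not account for the position.

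In LFC replicate 3, the mitochondrially encoded list was low, at 8.88 log2 CPM against 9.95 to 10.49 in the other LFC libraries. The difference between groups was 0.58 without this library and 0.75 with it. Depth could not be shown to move this measure. Centred on the group means, the list mean and log2 total counts had a Pearson r of 0.350 (permutation p = 0.212) and a Spearman rho of 0.256 (permutation p = 0.353) over the 16 libraries, with r = 0.354 without the 2 libraries farthest in depth. Reads shared with nuclear copies were not tested.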

How the results depend on the processing

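Leaving out each of the 16 libraries, or each of the 28 pairs of libraries of a group, kept the number of genes called by edgeR at 0, as did limma-voom with or without library weights, RLE, upper-quartile and total count scaling, leaving out the 10 most abundant genes, both filters, the robust fit, no fold minimum, glmTreat, an adjusted p-value of 0.01 and 1 surrogate variable. With 1 surrogate variable 1724 genes had an unadjusted p under 0.05, and over the fits that left out 1 library this number ranged from 588 (without replicate 16) to 1716 (without replicate 5). The share of genes higher in HFC among those at an unadjusted p under 0.05 was 73.7% with TMM and 80.4% with total count scaling.

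DESeq2 called 20 genes, 15 higher and 5 lower in HFC. Some of the 20 had no value in the main edgeR fit and could not be called there, but edgeR without a filter also called 0 genes. The cause of the difference from edgeR was not tested. On simulated counts DESeq2 had the larger share of false calls, 15.4% against 5.4% at 2-fold changes. On the 14 libraries behind the authors' deposited table, an alternative chosen after seeing the data, DESeq2 called 27 genes (16 higher and 11 lower) and edgeR 0, with 1182 at an unadjusted p under 0.05. The test on the mean trend alone, also chosen after seeing the data, called 456 genes on the 14 libraries (362 higher and 94 lower) and 385 on all 16 (334 higher and 51 lower), because it takes nothing from a gene's own spread. With the posterior lobe score as a covariate edgeR called 0 genes, with 451 at an unadjusted p under 0.05, with the intermediate lobe score 0, with 242, and with both lobe scores 0, with 271. Calls shared with the authors' deposited table were 1 under DESeq2, 7 under DESeq2 on the 14 libraries, and 244 and 118 under the trend-only test on 14 and 16 libraries.

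The number of qPCR panel genes passing adjustment stayed at 0 under its 7 alternatives and in the 16 fits that each left out 1 library. The log2 fold changes of POMC, NR1H3 and STC1 stayed positive and those of PRL and CGA negative in these fits. With covariates chosen after seeing the data, STC1, CGA and RYR2 changed sign, and the cause was not tested. STC1 was at -0.61 with the intermediate lobe score and -0.54 with both lobe scores. CGA was at 0.22 and 0.24, and RYR2 at -0.17 and -0.09. With the posterior lobe score alone STC1, CGA and RYR2 kept their signs, at 0.59, -0.38 and 0.24. Outside the panel, TSHB and FSHB turned to 0.51 and 0.26 with the intermediate lobe score, and GH1 to 0.42 with the posterior lobe score. With both scores TSHB was at -0.01, FSHB at 0.35 and GH1 at 0.51. Across the fits that left out 1 library NOTCH1 ranged from -0.10 to 0.10 and RYR2 from -0.14 to 0.19, so neither had a direction. POMC ranged from 0.70 without replicate 16 to 1.81 without replicate 5.

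The number of study lists called by camera fell from 5 to 0 under fry and to 0 under an estimated correlation, with 1 list at an unadjusted p under 0.05 in each, and to 3 with at least 10 counts in every library, where fewer genes enter each list. It ranged from 3 to 5 across the fits that each left out 1 library, with 3 without replicates 13, 14 or 16. The number of cell type and state lists called fell from 9 to 0 under fry and to 0 under an estimated correlation, with 3 lists at an unadjusted p under 0.05 in each, and ranged from 5 to 11 across the fits that left out 1 library, with 5 without replicate 1 or 5. The preset correlation of 0.01 was below the estimated one for the lists called, which was 0.655 for the mitochondrial and 0.522 for the melanotroph list. With at least 10 counts in every library, where fewer genes enter, the neuron list turned to -0.0247 and the immediate early list to 0.0321. Without 1 library the immediate early list ranged from -0.137 to 0.0601 and the antiphase clock list from -0.0365 to 0.189; the cause was not tested. Over the lists and the 4 alternatives other than leaving out libraries, 33 values lost significance, 2 gained it and 2 changed sign.

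No paired analysis was made, since the labels give no pairing and the study's methods describe unrelated pigs from different farms. The labels used here hold no farm, so it could not be taken into account. Total counts ranged from 10.973 to 23.06 M, and whether depth limited the calls among genes of low abundance was not tested. On simulated counts with this number of libraries and this spread, edgeR made 93 calls when 200 genes were changed 2-fold and recovered 44% of those genes.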

Other observations

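The tests on the edgeR fit of 14 libraries, on the posterior lobe slope, on PRL against the other anterior hormone genes and on splits for the number of genes called were chosen after their results were seen, and the criteria of the tests on the intermediate lobe, on corticotroph cells and on a single library behind the mitochondrial list were changed after their values were seen.

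The number of genes called here was 0. That is lower than the value quoted from the study above. Of 100 splits of the 16 libraries into 8 and 8, the real one included, 100 gave at least as many calls as 0, which holds for any split and so decides nothing, and 1 gave any call (134 genes). At an unadjusted p under 0.05, 33 gave as many genes as the real 834, so that number is within what other groupings give. For DESeq2, 13 of the 100 splits gave as many calls as 20, and 69 gave at least 1.

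The authors' deposited table had 292 calls where edgeR had 0. On the 14 libraries behind it edgeR also called 0 genes, with 1182 at an unadjusted p under 0.05. Leaving out the other 2 thus did not by itself give edgeR calls. Since edgeR called 0 genes with or without them, it cannot tell whether they contributed to the authors' calls. DESeq2 called 27 genes on the 14 libraries, 7 of them shared with the authors' deposited table. Under DESeq2 and the test on the mean trend alone, fewer calls were shared on all libraries than on the 14. The choice of libraries may therefore be part of the cause. A test without each gene's own spread may be a cause too. On those 14 libraries the test on the mean trend alone called 83.6% of the authors' genes in the same direction, 244 of 292. Calls of that kind came with other groupings as well: 9 of 100 splits of the 14 libraries gave as many calls as the real 456, and the median over the splits was 216.5. On simulated counts 49.3% of its calls were false at 2-fold changes. The test behind the table's p-values is not known, as its columns are laid out as in the older DESeq package, which was not run.

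The authors' genes that were higher in HFC may follow the share of posterior lobe in each sample. Marker genes left out, 235 of them had a median slope of 0.125 log2 units per unit of posterior lobe score within the 8 LFC libraries alone, above each of 10000 random sets matched on level and spread (95% between -0.0575 and 0.016), and 0.101 without LFC replicate 5. The scores fell in separate levels, high in LFC replicates 1, 5 and 7, so the slope rests on those libraries. A correlation was computed first, lay above the random sets too, and was replaced by the slope for that reason. The 52 lower genes had a median slope of -0.0418, inside the random range, and of 0.0417 without LFC replicate 5, so they had no direction. The score itself did not differ between groups beyond the spread (difference 1.97, exact permutation p = 0.213). With it as a covariate, the median log2 fold change of the 235 genes went from 0.81 to 0.46, with the intermediate lobe score to 0.22 and with both to 0.03, while the 52 lower genes went from -0.73 to -0.64, -0.60 and -0.59. A covariate that differs between groups takes part of any group difference. Whole glands were taken according to the study's methods. Even so, OXT had 0 counts in LFC replicates 3 and 4 and in HFC replicates 9 and 15. In the other libraries its counts ranged from 2 (HFC replicate 12) to 1409 (HFC replicate 16). Some samples thus held close to no transcript of this posterior lobe marker. Whether the share of posterior lobe varied between the animals or through tissue lost in handling was not tested.

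The rise of POMC in HFC cannot be told apart from a larger share of intermediate lobe. With the intermediate lobe score as a covariate its log2 difference was 0.50, against 1.36 without. It was also lower with the posterior lobe score, at 0.72 (edgeR unadjusted p = 0.0942), and with both scores, at 0.34 (0.471), so a share of posterior lobe stays open too. On the fall with the intermediate lobe score alone, the criterion set first, the explanation would have held. A relation inside the groups was required only after both the fall and that relation, given next, had been seen. The score's genes, PCSK2 and PAX7, had also been seen to be higher in HFC before the score was formed, so the fall is partly built in. The score differed between groups (2.95, exact permutation p = 0.0277), and inside the groups its relation to POMC was weak (Pearson r = 0.278, permutation p = 0.317; Spearman rho 0.162, permutation p = 0.560; r = -0.212 without the 2 libraries farthest in score), which keeps it open. More corticotroph cells cannot be told apart either. The corticotroph list without POMC, 3 genes, differed by -0.02 (exact permutation p = 0.949), but its genes went both ways, with differences in mean log2 CPM of 0.51 for TBX19, which the melanotroph list also holds, 0.11 for CRHR1 and -0.69 for AVPR1B. AVPR1B rested on HFC replicate 16, and without it the differences were 0.31, 0.18 and 0.06, and 0.19 for the mean, so the mean decides nothing. POMC expression per corticotroph cell was not measured. For PRL, the log2 difference was -1.25 with the intermediate lobe score as a covariate and -1.86 without, and the loss of prolactin transcript cannot be told apart from a larger share of intermediate lobe, since the value with the covariate was within its spread (edgeR unadjusted p = 0.187). The posterior lobe score as a covariate moved PRL little, to -1.78 (edgeR unadjusted p = 0.0139, against 0.0186 without it), and with both scores it was -1.39 (0.137). By the criterion set first, the share of the difference kept, the intermediate lobe would have been argued against, and the spread was taken into account only after the value was seen.

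Dilution by another lobe would lower the anterior hormone transcripts alike. PRL less the mean log2 CPM of the other 4 genes (GH1, CGA, FSHB and TSHB) was lower in HFC by 1.54, in 6 of 8 HFC libraries against the LFC mean, but within the spread (exact permutation p = 0.099). With 1 library left out, this p ranged from 0.0224 without HFC replicate 11 to 0.183 without HFC replicate 10. It was 0.0485 without LFC replicate 1 and 0.137 without HFC replicate 16. Taken singly, PRL fell further than GH1, with a difference of -2.31 in 7 of 8 libraries (exact permutation p = 0.0148, or 0.0591 adjusted over the 4 genes), than CGA (-1.90, 6 of 8, 0.0326, adjusted 0.0653) and than FSHB (-1.98, 6 of 8, 0.0494, adjusted 0.0659), but not than TSHB (0.05, 4 of 8, 0.979). Without HFC replicate 16 the exact permutation p was 0.0284 against GH1, 0.0569 against CGA and 0.0897 against FSHB. The differences speak for a fall of PRL beyond dilution without deciding it, so dilution as the whole cause and a change in lactotroph cells cannot be told apart. A difference between the feed conversion groups in the cells themselves stays open.

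Mitochondrially encoded transcripts were higher in HFC, but a single library cannot be ruled out as decisive. Camera with an estimated correlation gave p = 0.0130 over all libraries and at most 0.0653 when LFC replicate 5 was left out, while the difference stayed at 0.58 or more in the 16 fits that each left out 1 library. By the p-value alone, the criterion set first, dependence on LFC replicate 5 would have held, and the size of the difference was added to the criterion after that p-value and the differences without each library were seen. The correlation with total counts within the groups was 0.350, of the sign opposite to what fewer counts in HFC would need, and it was within chance.

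Camera with its preset correlation called as many study lists as the real 5 in 3 of 100 splits, but those lists were chosen on the real groups, so this is no independent evidence. It called as many cell type and state lists as the real 9 in 8 of 100 splits, and at least 1 in 83. Fry called at least 1 of them in 3 of 100.

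HFC replicate 14, which did not enter the authors' deposited table, held skeletal muscle transcripts. The 12 genes of a muscle list, chosen after seeing this library, took 5.30% of its counts against at most 0.00643% in any other library, with ACTA1 at 15581 CPM. Muscle tissue in this sample is a candidate explanation: of 18 further muscle genes listed without looking at their values, 100% had their highest level of the 16 libraries in it, where 1.125 genes would by chance, among them TNNI2 at 4552 CPM and ENO3 at 4004 CPM. Of these 18 genes 7 entered the edgeR fit. Leaving out this library left the number of genes called at 0, with 622 at an unadjusted p under 0.05.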
